A study of Mus musculus with 9 samples.

How the data were processed

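RNA was sequenced from the medial prefrontal cortex (mPFC) of C57BL/6 mice in 9 libraries, with 3 libraries in each of 3 groups. The groups were the insoluble fraction of 22-month-old mice, overexpression of YTHDF1 and YTHDF2 (OE), and RNA immunoprecipitation (RIP) of YTHDF2. The labels did not say what the insoluble fraction was prepared from beyond the tissue, which fraction the OE libraries came from, or the age of the OE and RIP animals. Per the labels' protocols, total RNA was extracted with Trizol and libraries were made with a NEBNext Ultra kit for Illumina sequencing. The aligner, the counting program, its use of strand, the genome build, the annotation and the criterion by which the listed genes were selected are not stated in the labels' protocols or the file headers.

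The authors' deposited tables held raw counts per gene and library, named as such per the file headers, for 237 genes in the OE table and 194 genes in the RIP table. Of the 961 rows of the OE table, 724 (75.3%) were blank and were left out. Beside the counts, the deposited tables gave a mean signal per gene, a fold change as a linear ratio, and an unadjusted p-value, per the file headers. Compared with the counts of the same rows, the deposited fold change of the OE table was the ratio of insoluble fraction to OE. The deposited mean signal of the RIP table equalled that of the OE table in all 194 genes, so it was not a mean over RIP libraries and was not used. The direction of the deposited fold change of the RIP table is not stated. Both tables carried the same insoluble counts for the 194 genes they shared.

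Because the tables held selected genes, the totals per library were totals over the listed genes and not sequencing depths, which are unknown here. All scaling therefore rested on the listed genes alone. This limits every direction given, most of all in the RIP comparison, where many of the listed genes differed by large factors. Counting error alone did not set the precision of single genes, since replicates varied beyond it, most of all in RIP. Reads without molecular identifiers are not independent molecules, so an error taken from counts alone covers counting error only.

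Each comparison was fitted separately, with edgeR 4.0.16 under R 4.3.3, on the 6 libraries it concerned. Genes passed filterByExpr with a minimum count of 10 and a minimum total count of 15, which kept 195 of 237 genes in the OE comparison and 190 of 194 in the RIP comparison. Library sizes were scaled by TMM, the quasi-likelihood test (glmQLFit and glmQLFTest) was applied without a replicate block, and p-values were adjusted by the Benjamini-Hochberg (BH) method. Genes with an adjusted p-value under 0.05 were called. A positive log2 fold change means higher in OE or RIP than in the insoluble fraction. Normalised counts are raw counts divided by the TMM-scaled library size relative to its mean over the 6 libraries. Where every library of a group held 3 counts or fewer, the fold was computed against that floor and given as a lower bound.

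The procedure was tested on simulated data drawn from the means and library sizes of these libraries, with 5 simulated tables per comparison and 200 genes changed by 1.5-fold. In the OE design 85% of the changed genes were recovered and 1.16% of 775 unchanged genes were called. In the RIP design, where the libraries varied more, 47.5% were recovered and 0.933% of 750 unchanged genes were called. The simulated changes were balanced up and down in a minority of genes, with 1 dispersion for all genes. In the real RIP comparison most genes were called, many by large factors. The simulation therefore could not show errors of scaling in that case, and its share of false calls does not carry over to the RIP calls.

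Gene identifiers were matched to GENCODE mouse release M21 (GRCm38), which gave gene types, positions and transcript lengths. Of the 237 identifiers 236 matched, and 228 had the same symbol. Coordinates are those of the identifier in that release, since the build used by the authors is not stated. Reads that could be shared between genes were assessed by the share of 50-base words of the longest transcript that occur in no transcript of another gene. For mitochondrially encoded genes, words shared with other mitochondrially encoded genes were not counted as shared.

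Before the data were examined, the tests, the alternatives, a list of 45 mitochondrial morphology genes, a list of 16 m6A readers and enzymes, and the rule for named genes were fixed. The rule took, in each comparison, the 5 called genes with the highest and the 5 with the lowest log2 fold change whose groups did not overlap, plus each called member of the 2 lists. A gene that met this rule is not reported here. Lists of 25 marker genes each for endothelial cells, neurons, astrocytes, oligodendrocytes and microglia were written after the gene names had been seen. Gene set tests with camera or fry were not run, because the tables held selected genes.

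Replicates were compared in pairs by a chi-square test of their counts over genes with an expected count of at least 5. The 3 insoluble libraries differed least, with chi-square to degrees-of-freedom ratios of 1.21 (p = 0.0211) for replicates 1 and 2, 1.33 (p = 0.0011) for replicates 1 and 3, and 1.17 (p = 0.0457) for replicates 2 and 3. With other minimum expected counts the p-value of the last pair ranged from 0.0256 to 0.0547. At a minimum of 5, the ratios were from 1.54 to 2.59 among OE pairs and from 5.96 to 12.8 among RIP pairs. Spread between those replicates thus exceeded counting error. The RIP ratios include 3 genes, described below, with 1 count about 10 times off, and ratios without them were not computed. Among genes with a mean of at least 30 counts, the largest fold between replicates was 2.33 in OE. In RIP it was 2.6 without those 3 genes. The 3 insoluble libraries were kept as separate replicates, a choice made after their values had been seen. The common dispersion estimated by edgeR was 0.0017 in the OE comparison and 0.0205 in the RIP comparison. Sample titles number the replicates and do not say whether each came from a separate animal. The p-values and SDs given here therefore measure spread between libraries, which may be less than spread between animals. The fits with insoluble replicates 2 and 3 summed were run as alternatives.

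The alternatives were DESeq2 1.42.0 with its size factors and Wald test, upper-quartile scaling, no filter, stricter thresholds, a replicate block, leaving out each library in turn, and the deposited p-values. Alternatives added after the data were seen were size factors recovered from the authors' mean column, summed insoluble replicates, a fit without 3 genes with an aberrant count, and robust dispersion. Comparisons between the tables used 100 simulations with no gene changed. In each, insoluble libraries were drawn anew around the means of the real ones. An unchanged OE group and an unchanged RIP group were then drawn and each tested against those same drawn libraries. Checks of the tables used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and figures matplotlib 3.10.9, with 10000 random lists or permutations unless another number is given.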

Results

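The series addressed which RNAs were associated with YTHDF2, a reader of m6A-modified RNA, and with the insoluble fraction of the aged brain, with genes of mitochondrial morphology as its named interest. RNA-seq counts from mouse mPFC were given for 3 libraries of the insoluble fraction at 22 months, 3 libraries of YTHDF1 and YTHDF2 overexpression (OE) and 3 libraries of YTHDF2 RNA immunoprecipitation (RIP). In the OE table the 237 listed genes summed to 77705, 72824 and 66812 counts in insoluble replicates 1 to 3 and to 99369, 92588 and 80116 counts in OE replicates 1 to 3. In the RIP table the 194 listed genes, all of which were also in the OE table, summed to 71736, 67283 and 61610 counts in the insoluble libraries and to 82915, 83620 and 79389 counts in the RIP libraries. These totals cover the listed genes and not whole libraries.

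Of the 237 genes in the OE table, 167 (70.5%) were annotated as protein-coding and 69 as other types, 15 were mitochondrially encoded and 4 were ribosomal protein genes by symbol. The RIP table held 144 protein-coding genes (74.2%), 14 mitochondrially encoded genes and 4 ribosomal protein genes. The longest transcript of the listed protein-coding genes had a median of 3626 bases in the OE table, against a median of 2884 bases over 10000 random lists of 167 protein-coding genes of the annotation, which placed it at percentile 99.98 of those lists. In the RIP table the median was 3633 bases, also at percentile 99.98. With the median transcript length per gene in place of the longest, the listed genes of the OE table stood above all random lists, at percentile 100 with a median of 2000 bases. Neither Ythdf1 nor Ythdf2, nor any other of the 16 m6A readers and enzymes, was among the genes analysed here, so the OE and RIP labels were not checked against those transcripts.

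The first comparison asked how the RNA of the OE libraries differed from that of the insoluble fraction. Of 195 genes tested, 77 were called by edgeR's quasi-likelihood test at a BH-adjusted p-value under 0.05, with 41 higher and 36 lower in OE. The changes were small: a minimum absolute log2 fold change of 1 left 3 genes, the alternative that moved the count most. In the authors' deposited table, 67 of the 237 genes had an unadjusted p-value under 0.05, and 47 passed 0.05 after BH adjustment over the listed genes. Over the 192 genes with a mean of at least 10 counts, fold changes computed from the counts with recovered size factors differed from those in the authors' deposited table by a median of 0.138% and by 1.79% at most.

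**Figure D1:**
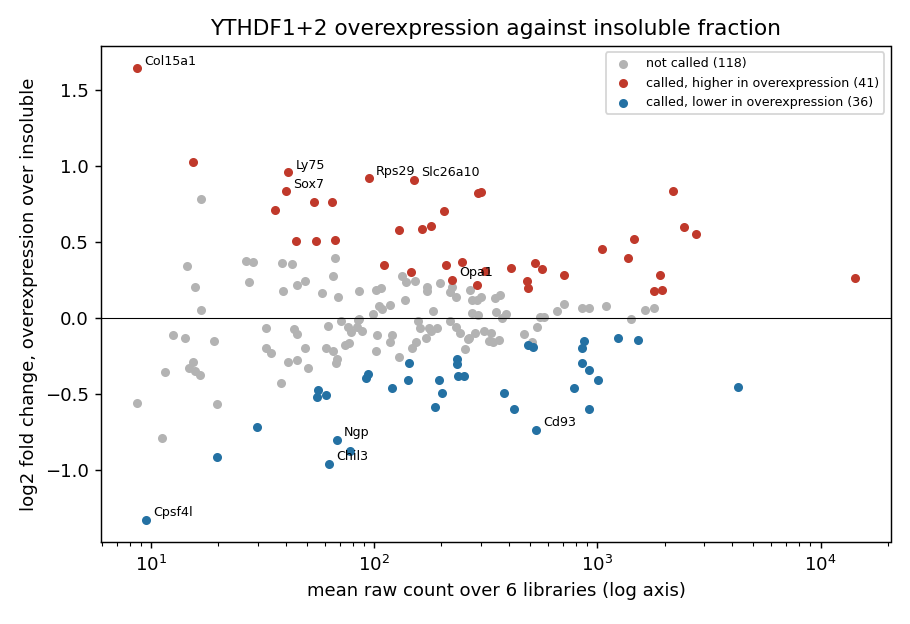
Log2 fold change of OE over insoluble fraction (vertical axis) against the mean raw count over the 6 libraries (horizontal log axis) for the 195 tested genes. Red points are the 41 genes called higher in OE, blue points the 36 called lower and grey points the genes not called, and the names mark genes chosen by the fixed rule.

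Among the called genes, Col15a1 (ENSMUSG00000028339, chromosome 4, 47208161 to 47313167, GRCm38) had the highest log2 fold change, 1.64 ± 0.54 (SE), with an edgeR BH-adjusted p-value of 0.0114. Its counts were low, with 6, 3 and 2 in the insoluble fraction and 13, 15 and 13 in OE, and the call was lost in DESeq2 (adjusted p = 0.0542). Of the called genes whose groups did not overlap, Ly75, Rps29, Slc26a10 and Sox7 followed with log2 fold changes of 0.96, 0.92, 0.91 and 0.83. Rps29 shared part of its sequence with other genes, with 73.5% of its 50-base words unique, and Slc26a10, 81.2% unique, overlaps B4galnt1, so their counts are uncertain. Slc26a10 rose from 101.7 ± 3.63 to 191.6 ± 9.04 normalised counts (SD, n = 3 each), with an edgeR BH-adjusted p-value of 4.85e-11.

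The lowest log2 fold change belonged to Cpsf4l (ENSMUSG00000018727, chromosome 11, 113698172 to 113710017), at -1.33 ± 0.48 (SE) with an edgeR BH-adjusted p-value of 0.0206. It held 17, 11 and 11 counts in the insoluble fraction and 5, 8 and 5 in OE, and the call was likewise lost in DESeq2 (adjusted p = 0.0833). Chil3, Ngp and Cd93 had log2 fold changes of -0.96, -0.80 and -0.74. The Chil3 count is uncertain, since 70.6% of its words were unique. Cd93 (ENSMUSG00000027435, chromosome 2, 148436640 to 148443563) had the highest counts of these and fell from 679.5 ± 28.3 to 409.7 ± 37.0 normalised counts (SD, n = 3 each), with an edgeR BH-adjusted p-value of 8.96e-18.

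The fixed list of mitochondrial morphology genes had 2 of its 45 members in both tables by symbol, Opa1 and Fis1. Opa1 (ENSMUSG00000038084) lies on chromosome 16 from 29579334 to 29654884 and Fis1 (ENSMUSG00000019054) on chromosome 5 from 136953275 to 136966234, both on the plus strand of GRCm38 and annotated as protein-coding.

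Opa1 was higher in OE by a log2 fold change of 0.25 ± 0.10 (SE), from 203.3 ± 10.1 to 240.3 ± 20.4 normalised counts (SD, n = 3 each), with an edgeR BH-adjusted p-value of 0.0312. This call depended on the fit. It was lost in DESeq2 (adjusted p = 0.201) and with the authors' size factors (adjusted p = 0.0658), and in 4 of the 6 edgeR fits that each left out a library. Over all alternatives its adjusted p-value ranged from 0.00597 to 0.201, and in the authors' deposited table the unadjusted p-value was 0.112. Fis1 had 17, 14 and 5 counts in the insoluble fraction and 15, 15 and 9 in OE, and its log2 fold change of -0.11 ± 0.41 (SE) was within the spread of the replicates (edgeR BH-adjusted p = 0.834). Adjusted over the list alone, 1 of these 2 members, Opa1, was called in OE, as over all genes.

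The second comparison asked which RNAs differed between YTHDF2 RIP and the insoluble fraction. Of 190 genes tested, 162 were called by edgeR's quasi-likelihood test at a BH-adjusted p-value under 0.05, with 77 higher and 85 lower in RIP. The largest move came from the p-values of the authors' deposited table, of which 67 were under 0.05 before adjustment and 55 after BH adjustment over the 194 listed genes. Of the 67 genes, 59 were among the 162. RIP counts followed insoluble counts loosely across genes (Spearman rho 0.488 over 194 genes, against 0.988 for OE and insoluble counts over 237 genes; genes are not independent replicates).

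Over the RIP table as a whole, the deposited fold changes did not follow the counts of their own rows. Across the 194 genes, Spearman's rho between the log2 fold change in the authors' deposited table and the log2 ratio of RIP to insoluble counts was 0.0993 (permutation p = 0.174, two-sided, 10000 permutations), whereas in the OE table the corresponding rho was -0.997. In blocks of 20 genes along the RIP table, the rho ranged from -0.286 to 0.671, the highest in the first 20 genes. The pairing of RIP counts with gene names could therefore not be checked by the deposited fold changes over most of the table, and this limit holds for each gene of the RIP comparison named here.

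**Figure D2:**
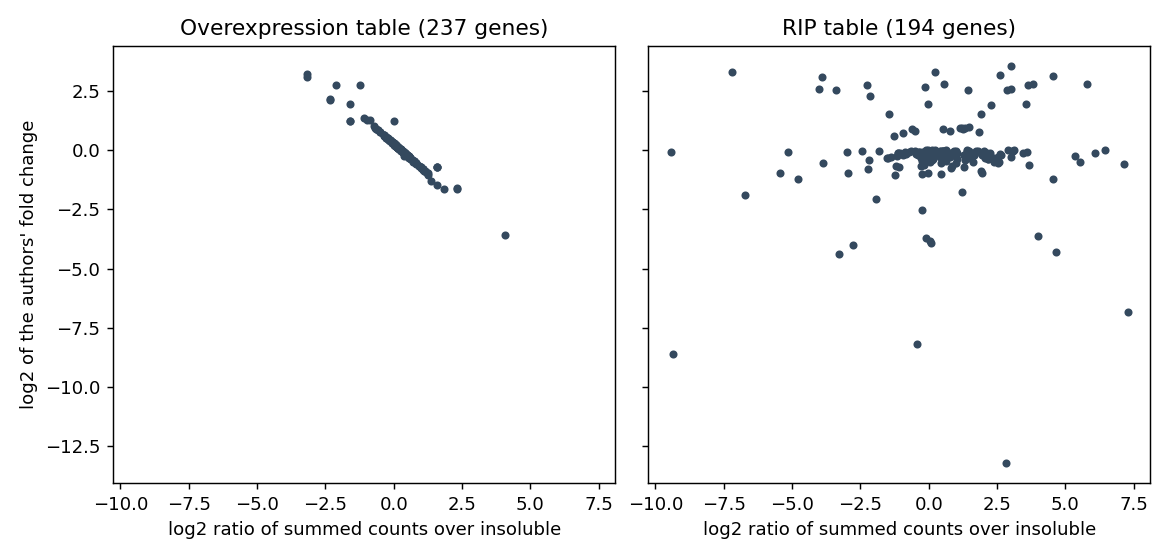
Log2 of the fold change in the authors' deposited table (vertical axis) against the log2 ratio of summed counts over the insoluble fraction (horizontal axis), 1 point per gene, for the OE table (left, 237 genes) and the RIP table (right, 194 genes). The OE points lie along a falling line (rho -0.997), and the RIP points as a whole do not follow their counts (rho 0.0993).

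As the rows stand, Adamts16 (ENSMUSG00000049538, chromosome 13, 70727802 to 70841811) had the highest log2 fold change in RIP, 6.87 ± 0.13 (SE), with 15, 18 and 12 counts in the insoluble fraction and 2314, 2579 and 2160 in RIP (edgeR BH-adjusted p = 5.86e-10). Foxl2, mt-Co3, Tma7-ps and Hspa12b followed at 6.76, 6.03, 5.69 and 5.37. Foxl2 held 4, 2 and 4 counts in the insoluble fraction and Tma7-ps 2, 4 and 4, next to the floor of 3 counts. The sizes of these 2 fold changes are therefore uncertain. Of the 50-base words of mt-Co3 and Tma7-ps, 0.136% and 31.5% were unique, so these counts are uncertain. In the other direction, mt-Cytb (chromosome M, 14145 to 15288) had 1096, 929 and 895 counts in the insoluble fraction and 1, 2 and 1 in RIP, at least 430.4-fold lower. Dnah6 was at least 153-fold lower and Rps27rt, with 8.92% of its words unique, at least 38.7-fold lower. Itpr3 and Nbeal2 had log2 fold changes of -7.62 and -5.87.

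Of the mitochondrial morphology genes, Opa1 held 193, 186 and 181 counts in the insoluble fraction and 11, 4 and 5 in RIP, a log2 fold change of -5.19 ± 0.26 (SE) with an edgeR BH-adjusted p-value of 2.16e-07. Fis1 held 17, 14 and 5 counts in the insoluble fraction and 871, 76 and 752 in RIP, a log2 fold change of 5.14 ± 0.92 (SE; edgeR BH-adjusted p = 0.000769), with replicate 2 far below the other RIP libraries. Adjusted over the list alone, both members were called in RIP, as over all genes, where 162 of 190 tested genes were called. In the authors' deposited table Opa1 had a fold change of 0.429 (unadjusted p = 0.209) and Fis1 one of 0.711 (unadjusted p = 3.02e-05). Both lie below 1, whereas the counts of Opa1 and Fis1 changed in opposite directions, so under either direction of that column the deposited value of 1 of these 2 genes went against its counts.

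**Figure D3:**
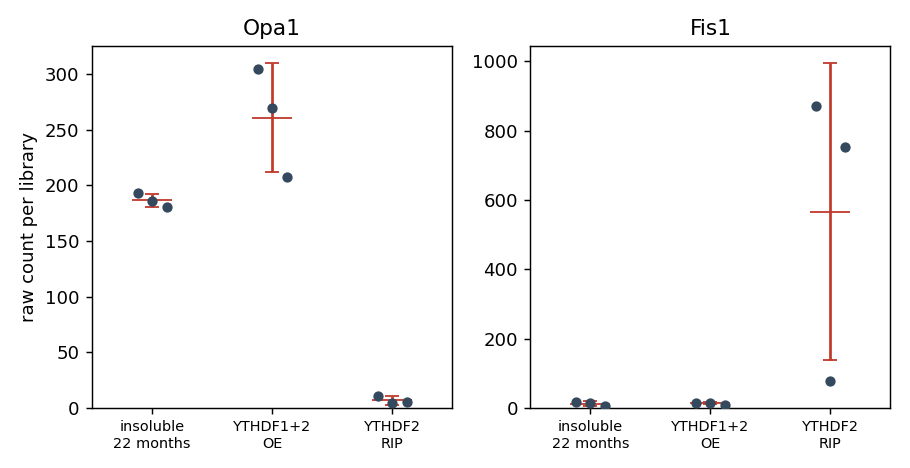
Raw counts per library (vertical axes, from 0) of Opa1 and Fis1 in the insoluble fraction, OE and RIP, with 3 libraries per group as points and the mean ± SD in red. Opa1 held 4 to 11 counts in RIP against 181 to 193 in the insoluble fraction, and 1 of the 3 RIP counts of Fis1 lay far below the others.

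The third comparison asked whether the same genes changed in both. Of 180 genes tested in both comparisons, 61 were called in both, 7 only in OE and 93 only in RIP. This overlap did not differ detectably from that given by chance (Fisher's exact test, two-sided, p = 0.276, odds ratio 1.77). Most of the 180 genes were called in RIP and 19 in neither comparison, so the overlap had little room to depart from chance. Simulated unchanged groups that shared simulated insoluble libraries gave a median of 0 genes called in both. Of the 61 genes, 32 (52.5%) changed in the same direction. Spearman's rho between the log2 fold changes was -0.0171 across genes, which are not independent replicates. The 100 simulations with no gene changed gave a median rho of 0.383, from noise in the shared insoluble libraries. Most genes were called in the real RIP comparison, where such noise weighs less. The simulated rho is therefore no measure of what unrelated changes would give, and no conclusion is drawn from the difference. With an absolute log2 fold change of at least 1 required in both, 1 gene was shared.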

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

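In the OE comparison, the number of called genes was 52 in DESeq2, 75 with upper-quartile scaling, 78 without a filter, and 76 with the authors' size factors, against 77. A minimum absolute log2 fold change of 1 left 3 genes, by construction, and BH adjustment of the authors' deposited p-values left 47. The fits that each left out a library gave from 55 to 75 genes. In the RIP comparison DESeq2 gave 157, upper-quartile scaling 164 and no filter 163 genes, against 162, and the fits that each left out a library gave from 156 to 165. The fold-change minimum left 98 genes, and the authors' deposited p-values gave 67 unadjusted and 55 adjusted. The cause of the difference from the deposited p-values was not tested. Of the alternatives chosen after seeing the data, summing insoluble replicates 2 and 3 gave 70 genes in OE and 162 in RIP, and RIP gave 161 genes without the 3 genes that had an aberrant count and 160 with robust dispersion.

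Upper-quartile scaling moved the median log2 fold change of the RIP comparison from 0.03 to -0.32 and its calls to 68 higher and 96 lower, against 77 and 85. Directions in RIP are relative to that shift.

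Of the 22 named gene values reported, 19 kept their side of the threshold in every alternative fitted to the counts other than the fold-change minimum, and 0 reversed direction in those fits. The exceptions among them were Col15a1, Cpsf4l and Opa1 in OE. By the authors' deposited unadjusted p-values, 1 of the 10 OE values, Opa1, and 9 of the 12 RIP values were at 0.05 or above. Under the fold-change minimum 8 of the 10 OE values fell below it. Opa1 in OE lost its call without insoluble replicate 1 (adjusted p = 0.116) or 2 (0.104) and without OE replicate 1 (0.15) or 2 (0.101). Col15a1 lost it in 4 and Cpsf4l in 5 of the 6 fits that each left out a library, with fewer samples in each.

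A fit with the replicate block called 73 genes in OE and 160 in RIP. Same-numbered libraries did not deviate together, with correlations of -0.028, 0.0395 and 0.0929 for replicates 1 to 3 of OE and 0.0912, -0.0772 and -0.207 for those of RIP, so the numbers were not taken to pair the samples.

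Genes shared by both comparisons numbered 61 by symbol as well as by identifier, 53 without predicted genes and 1 with the fold-change minimum in both, by construction. Of them 48 were protein-coding, and the exact hypergeometric test against all 21951 protein-coding genes of the annotation (p = 2.46e-104) reflects that every gene of the RIP table was listed in the other table and says nothing about the calls. The transcript length of genes called higher in OE moved from percentile 84.4 of random lists of tested genes to 48.8 with the median transcript length per gene, and that of genes called lower from 49.4 to 60.2 with lists matched on mean counts. With the median transcript length the genes called lower were at percentile 37.3. Percentiles of these OE genes thus lay on both sides of the median random list, from 37.3 to 84.4, and the cause of the moves was not tested. In RIP all percentiles lay below the median random list. They ran from 19.3 to 47.5 for genes called higher and from 27.9 to 33.4 for genes called lower. Pseudocount and median-centring alternatives were not run, as the tables held counts, and lists matched on expression could not be drawn from the annotation, where unlisted genes have no counts here.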

Other observations

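The tests on the deposited fold changes of the RIP table, on displaced counts, on the percentile of mitochondrially encoded mRNAs, on aberrant counts and on a poor library were chosen only after the values had been seen. The tests on low counts, gene types along the table, shared reads and protein-coding against other genes were written before their results, but the shared-read test was restricted to genes over 3 counts in each library, which leaves out mt-Nd6, after its result was seen.

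The real grouping was 1 of the 10 splits of the 6 libraries with as many called genes in the OE comparison, and likewise 1 of 10 in the RIP comparison. The other 9 splits called 0 genes in each comparison by edgeR, with from 0 to 7 genes in OE and from 0 to 1 in RIP at an unadjusted p-value under 0.05, against 87 and 163 in the real grouping. Each of those 9 splits had libraries of both groups on each side. Any difference between the groups, whatever its cause, then widens the spread within sides and lowers the calls. Their low counts therefore add no support to the calls of the real grouping. With 3 libraries against 3 the share of splits cannot go below 0.1, so the share itself has no level under 0.05.

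The fold changes in the authors' deposited RIP table did not follow the counts beside them. Computation of the whole column from the same rows is argued against by the rho of 0.0993. A column displaced by a constant number of rows is argued against as well, since the highest absolute rho over all offsets was 0.272, no more than shuffled columns reached (permutation p = 0.287, 100 shuffles). A reordering of ratios of these counts is argued against by the interquartile range, which was 0.37 for the log2 fold changes (bootstrap interval 0.30 to 0.52) and 2.03 for the log2 count ratios (1.69 to 2.60). Without the 3 genes with an aberrant count the rho was 0.113. Part of the column may still come from these rows. In 28 of the 194 genes the log2 fold change differed from the log2 ratio of RIP to insoluble counts by the same constant, -0.44 within 0.15, where shuffled columns gave a median of 19 and at most 31 genes for their best constant (permutation p = 0.0015). The first 20 genes had a rho of 0.671, the highest of the blocks (permutation p = 0.0115, one-sided, for the highest over the blocks, 2000 shuffles). Of the 43 genes with an absolute deposited log2 fold change of at least 1, however, 4 shared the constant, so most of the 28 lay nearer 0, where a shared constant says less. For the remaining genes it is open that the fold changes may have come from other counts than those listed. In the authors' deposited table, Cldn5 had an unadjusted p-value of 1.1e-16 beside 7, 8 and 6 insoluble and 13, 13 and 11 RIP counts, and Gbp9 and Des had the same fold change, 0.49, and the same p-value, 0.801, with different counts. These genes were chosen after their values were seen. No biological explanation was tested.

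The tables were ordered by gene identifier, and how closely RIP counts tracked insoluble counts changed along that order. In blocks of 20 genes, Spearman's rho between the summed counts ranged from -0.0677 in block 5 to 0.956 in block 8. The absolute log2 ratio depended on the block (permutation p = 0.00040). Low counts are argued against as the cause, since the dependence remained among the 160 genes with a mean of at least 50 counts (permutation p = 0.0043), and so are gene types, since it remained among the 144 protein-coding genes (permutation p = 0.00050). A candidate explanation is that RIP counts are out of register with the gene names in part of the table. Enrichment by YTHDF2 of genes that neighbour each other in identifier order stays open as untested. Until the register is known, the RIP values of Opa1 and Fis1 may not belong to those genes.

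In 3 genes of the RIP table a count lay about 10 times off the other libraries: Snhg11 with 47, 479 and 428, Tie1 with 65, 693 and 56, and Fis1 with 871, 76 and 752 in replicates 1 to 3. Moved by a factor of 10, the aberrant count came within 14.5% of the mean of the other 2 libraries in all 3 genes. Among genes with a mean of at least 30 counts, 0 of 170 in the insoluble group and 0 of 175 in OE spread by 5-fold or more. A poor library is argued against, since RIP replicate 2, which held 2 of the 3 aberrant counts, had a median ratio of 1.04 to the other libraries over the remaining genes. A digit lost or added in the table is a candidate explanation. For Fis1, higher in RIP in 3 of 3 libraries, it would leave the direction as it is.

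The 12 mitochondrially encoded mRNAs of the OE table differed widely in insoluble counts. mt-Nd2 held 2183, 1960 and 1964 counts, mt-Co1 93, 97 and 90, and mt-Nd4 3, 3 and 4, while the tRNA gene mt-Tp (chromosome M, 15356 to 15422, 67 bases) held 12767, 11916 and 10798. Reads shared with nuclear copies could account for part of this. Of the 5 mRNAs with a mean under 10 counts, 4 had under 50% unique words, but 3 other mRNAs with under 50% unique words had means of 10 counts or more. The 4 mRNAs with at least 90% unique words and over 3 counts in each library still differed by 8.33-fold, from 244.3 to 2036 counts. Whether counts stand beside the wrong names could not be settled here. The median of the 12 mRNAs was at percentile 84.4 of random lists of listed genes, but that of the 4 with mostly unique words was at percentile 98.5, a subset that leaves out mt-Nd6, which had 100% unique words and 0, 0 and 1 counts. For the mRNAs these explanations cannot be told apart, because shared reads lower the same median. The rRNA gene mt-Rnr1 (100% unique words) held 75, 80 and 60 insoluble counts, and mt-Rnr2 (99.0%) held 10, 8 and 4. Shared reads would not lower the counts of these rRNA genes, and other causes were not tested.

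Among nuclear genes of the OE table, the median insoluble count was 93.3 for 155 protein-coding genes and 104 for 66 other genes (permutation test of medians on the log2 scale, two-sided, 100000 permutations, p = 0.686). Counts that stand beside other names would give such a result, and so could a selection of genes by count, which was not tested because the selection is not stated. No biological explanation was tested.

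Of the marker lists written after the gene names were seen, the OE table held 15 of 25 endothelial genes and 0 of 25 each for neurons, astrocytes, oligodendrocytes and microglia. Of the 15 endothelial genes 12 were tested, 3 were called higher in OE and 0 lower (0 lower also at an unadjusted edgeR p-value under 0.05). The median log2 fold change of the tested genes was 0.06. Among those called higher, the groups of Erg and Flt1 overlapped. Genes outside the lists, such as Cd93 and Ptprb, which were called lower in OE, were not assessed for cell type. The 0 lower thus covers the list alone and gives no direction for endothelial genes in general. The mean insoluble counts of the 15 endothelial genes ranged from 0 to 1612, the highest in Nos3.

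In 2 genes with almost no reads, Gm10925 and Gm28439, the mean in the authors' deposited table was 0.562 and 0.179, where the listed counts gave 0.709 and 0.349. Their insoluble-to-OE fold changes in the authors' deposited table, 6.69 and 2.33, did not follow from the listed counts either, which were 1, 0 and 2 against 0, 1 and 0 for Gm10925 and 0, 1 and 0 against 0, 0 and 1 for Gm28439.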
